A study of Homo sapiens with 56 samples. Its data were reported in "Distinct transcriptomic and epigenomic modalities underpin human memory T cell subsets and their activation potential" (2023).

How the data were processed

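RNA from human T cells sorted by flow cytometry was measured in 56 libraries. They fall into 14 groups of 4: CD4 naive, TCM and TEM cells and CD8 naive, TCM, TEM and TEMRA cells, each resting and after stimulation with anti-CD3 and anti-CD28 beads. Per the labels, cells were stimulated first and stained and sorted afterwards. Groups were taken from the sample labels, and replicates 1 to 4 stand for the 4 donors, the same donor in every group.

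The authors mapped reads to hg38 with STAR 2.5.3, removed duplicates with Picard, took the coverage of all exons of each Entrez gene with GenomicRanges and deposited it as RPKM, with the length of each gene in bases. For differential expression, the authors used DESeq2, which needs counts, not analysed here. The deposited table lists only genes the authors call detected, 15556 in all, with 1 column per library. The version of the gene annotation is not stated, the counting is not stated to use strand, and genes that share sequence or overlap (such as granzyme, killer cell receptor, MHC class II or CCL3 and CCL4 family copies) are uncertain for that reason.

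Multiplying each RPKM by the gene length gave a whole multiple of 1 step in each library, within a tolerance of 0.02 of a read for 100% of values in the lowest library, where chance gives at most 12.09%. The step gave the depth of each library (1.91 to 10.11 M reads, median 5.72), and the listed genes held 98.67 to 99.87% of it. A single read in 1 kb of exon thus stands for 0.099 to 0.524 RPKM, depending on the library. The median length was 7789.5 bases. No pair of libraries shared most of its values (0 pairs), and the highest correlation between libraries was 0.9958. For 7 lines of the table there was no symbol. They held at most 0.013% of the reads of a library and were left out of the tests. Of the 15556 Entrez IDs, 15520 (99.77%) matched the reference gene table (GRCh38.p14), which gave the symbols and the coordinates printed.

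Values were taken as log2(RPKM + 1). Genes with at least 1 RPKM in at least 4 of the 56 libraries were tested (14330 genes). In R 4.3.3, limma 3.58.1 fitted the 14 group means in 1 model (lmFit, contrasts.fit and eBayes with a trend, 42 residual degrees of freedom, no donor term), and p-values were adjusted by Benjamini-Hochberg over the genes tested in each comparison, 2-sided. A gene was called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, as in the study. The 28 comparisons were resting memory minus naive (5), TEM minus TCM and TEMRA minus TEM (3), CD8 minus CD4 (3), stimulated minus resting (7), stimulated memory minus naive (5) and the difference between memory and naive cells in the response to stimulation (5). Genes higher in memory cells were classed as Expressed, Induced or Augmented by the condition in which they were called. Whether a later subset lay further from naive cells was tested by exact permutation of the labels of both memory subsets.

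Gene lists were written from general knowledge. Of 36 lists, 34 were tested with camera (limma) at a correlation between genes of 0.01 and with at least 5 tested members. A list of 159 genes typical of other tissues was written after low levels of such genes had been seen, with genes not yet looked at. The platelet and red cell lists had 3 members each in the table and were not tested. Adjustment was over the lists of a family of comparisons. An estimated correlation was the alternative, and the text adds its p wherever it changes a call. Members were also adjusted over the list alone. Principal components were computed from all tested genes, centred and not scaled.

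Genes are named by a rule. In each comparison these are, first, the 5 called genes with the highest and the 5 with the lowest log2 fold change among those whose groups do not overlap, then up to 4 called members of each list described, and last the genes the study names. LOC and LINC symbols, genes without symbol and 6 tested genes that are never named were skipped. These comparisons, tests, thresholds, lists, the naming rule and the alternatives below (except the added ones) were chosen before the data were examined.

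The replicate numbers pair the libraries, since each marks 1 donor in the labels. Deviations from the group means had a median correlation of 0.144 over 364 pairs of libraries with the same number and of -0.050 over 1092 pairs with different numbers. Within a condition the medians were 0.371 (168 pairs, 89.9% of them above 0.1) and -0.135 (504 pairs).

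The alternatives were a pseudocount of 0.1, no filter, scaling by the median of ratios to the geometric mean, the donor as a replicate block, only the compared groups in the fit, each donor or library left out, and the estimated correlation. Added after seeing the data were voom on the recovered whole reads, a group mean of at least 5 RPKM for a call, the fit without 3 stimulated libraries and the fit without 2 resting libraries. Each comparison was repeated on other splits of its libraries (all 35, or 100 drawn for a response).

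The procedure was tested on simulated data. For resting CD4 TCM against naive cells over 14330 genes, 45% of 40 genes changed by 1 on the log2 scale were recovered, 97.5% of those changed by 1.5 and 100% of those changed by 2 or 3, and 4 of 14130 unchanged genes were called. A list of 20 genes shifted by 0.5 was called, and 0 of 35 unshifted lists were. For the difference in response of CD4 TCM cells, 40% of genes changed by 1, 92.5% of those changed by 1.5 or 2 and 100% of those changed by 3 were recovered, with 23 of 14130 unchanged genes called. The simulated noise was independent for each gene and library. It held no donor effect, no correlation between genes and no background that differed between libraries. The rates of false calls therefore need not hold for the real libraries. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.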

Results

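Human CD4 and CD8 T cells sorted as naive, central memory (TCM), effector memory (TEM) and, for CD8, terminal effector memory (TEMRA) cells were compared at rest and after stimulation with anti-CD3 and anti-CD28 beads. Each of the 14 groups had 4 libraries (replicates 1 to 4, 1 per donor). Cells were sorted after stimulation, so a stimulated subset holds the cells with its surface markers at that time and not the resting subset followed over time. Levels are given as mean ± SD RPKM of 4 libraries. Log2 fold changes (log2FC) are differences between group means of log2(RPKM + 1), and SE is the error of that difference in the limma fit. Each gene's spread is pooled over all 14 groups there, so SE and adjusted p do not measure the spread of the compared groups alone. Adjusted p is limma's, or camera's for a list of genes. A gene was called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. Depth ran from 1.91 to 10.11 M reads. Resting libraries held 1.91 to 8.56 M reads and 9821 to 13484 genes at 1 RPKM or more. Stimulated libraries held 5.12 to 10.11 M reads and 8778 to 9421 such genes. A background of genes typical of other tissues (137 of the 159 listed were in the table) had a median of 0.14 to 1.98 RPKM in resting libraries and of 0.012 to 0.2 RPKM in stimulated libraries. Low resting levels therefore carry little information. The genes used for sorting (CD4, CD8A, CD8B and CCR7) only check the labels. Genes that the study names, such as CCR4, GPR15, TBX21, IRF8, IL1A and IL22, are not independent evidence, since they were picked from these libraries. Genes said to lead are those whose groups did not overlap.

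The condition separated the libraries more than any other factor. Per the paper, resting cells were sorted at once, while stimulated cells were first cultured with the beads. No group was cultured without beads, so every difference between stimulated and resting cells holds culture as well as stimulation. The first principal component of all tested genes held 73.73% of the variance, and the condition accounted for 98.9% of its spread. Along the second component (6.60%), the subset accounted for 43.1% and the lineage for 32.9% of the spread. Donors accounted for 16.8% of the spread of the third component (4.51%), against 27.3% for the subset. Both components also moved with the background of a library. In resting CD8 naive replicates 1 to 4 the median of other-tissue genes was 1.977, 1.247, 0.582 and 0.145 RPKM. Their scores were 36.89, 23.08, 7.91 and -2 on the second component and -5.96, 9.9, 43 and 67.19 on the third. These shares do not part the background from subset, lineage or donor.

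**Figure D1:**
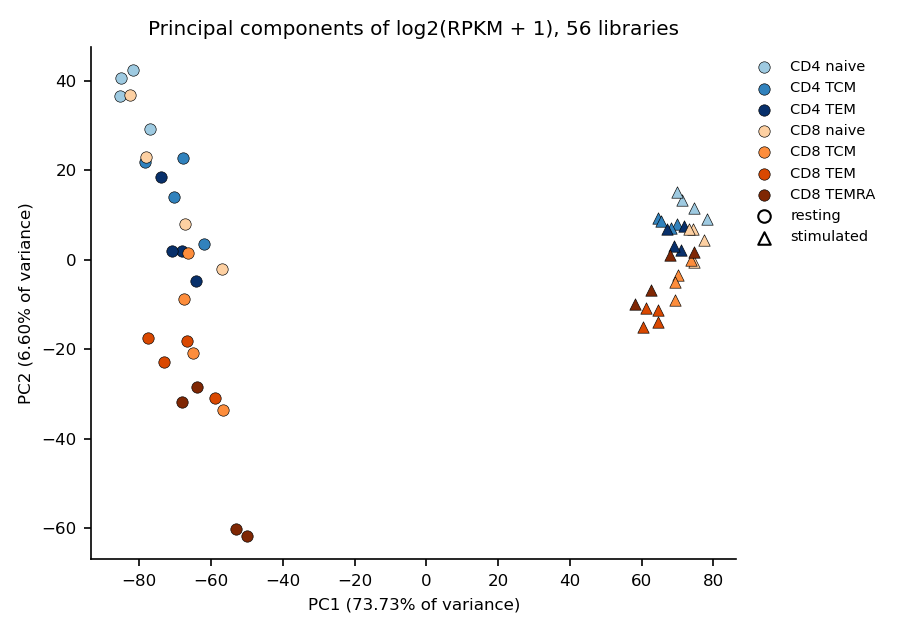
Scores of the 56 libraries on the first pair of principal components of log2(RPKM + 1), coloured by subset, with resting libraries as circles and stimulated libraries as triangles.

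Resting CD4 memory cells held more transcripts of homing receptors, and TEM cells of effector products, than naive cells. CCR4, a chemokine receptor of skin-homing and Th2 cells, led the genes higher in TCM (69.1 ± 18.9 against 2.70 ± 0.525 RPKM, log2FC 4.22, SE 0.38, adjusted p = 2.77e-11, on chromosome 3, 32951644 to 32956349 of GRCh38). Next came the lectin-like receptor KLRB1 (29.5 ± 13.6 against 2.74 ± 2.00 RPKM, log2FC 3.08) and the Th1 chemokine receptor CXCR3 (10.5 ± 3.12 against 0.422 ± 0.251 RPKM, log2FC 2.98), then the integrin chain ITGB1 (96.0 ± 13.8 against 11.7 ± 1.74 RPKM, log2FC 2.93). In TEM cells the leading genes encoded effector products. They were the chemokine CCL5 (38.9 ± 20.2 against 0.268 ± 0.0668 RPKM, log2FC 4.86, SE 0.48, adjusted p = 4.05e-11), the protease inhibitor CST7 (53.8 ± 25 against 0.923 ± 0.520 RPKM, log2FC 4.77) and the granzymes GZMK (44.0 ± 16.5 against 1.40 ± 0.561 RPKM, log2FC 4.19) and GZMA (115 ± 36.5 against 5.58 ± 0.791 RPKM, log2FC 4.10). Naive cells held more of the keratins KRT72 and KRT73, the BMP antagonist NOG, the carbonic anhydrase CA6 and the adhesion molecule PECAM1. KRT72, for example, stood at 11.2 ± 5.22 RPKM in naive, 1.12 ± 0.688 in TCM and 0.722 ± 0.527 in TEM cells, with log2 fold changes of -2.44 and -2.73. In all, 208 genes were called for TCM (150 higher, 58 lower) and 424 for TEM (302 higher, 122 lower) of 14330 tested. With a pseudocount of 0.1 they numbered 419 and 783, and by voom, added after seeing the data, 323 and 709. The 4 libraries of each group did not overlap for 188 and 393 of these genes. That held for 1914 and 2575 of all genes tested, where chance gives 2.86%.

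Gene lists fixed before the data were examined showed the same shift in CD4 cells. The study names 8 of the 29 homing receptors and 7 of the 25 effector transcription factors, which are then not independent of it. Costimulatory and coinhibitory receptors were called higher for 7 of 23 members in TCM (adjusted p = 2.33e-14) and 7 of 23 in TEM (adjusted p = 7.01e-12). Among them, CTLA4 rose from 20.5 ± 6.91 to 65.0 ± 15.6 RPKM in TCM. Homing receptors rose for 6 of 28 members (adjusted p = 2.08e-09) and 12 of 28 members (adjusted p = 4.77e-13). They included CCR6, the receptor of Th17 cells (log2FC 2.15 and 2.79), and the gut-homing receptor GPR15 (2.30 and 1.85). Effector transcription factors rose for 7 of 25 (adjusted p = 1.39e-05) and 12 of 25 members (adjusted p = 6.32e-13). TBX21, the master factor of Th1 cells, stood at 0.482 ± 0.213 RPKM in naive and 16.1 ± 10 in TEM cells. Cytotoxic granule genes were higher for 4 of 18 members in TCM (adjusted p = 0.000171, and 0.162 with an estimated correlation, with replicate 2 apart from the others) and for 11 of 18 in TEM (adjusted p = 3.08e-15). Genes of naive and stem-like cells were lower for 4 of 24 members in TCM (adjusted p = 2.63e-07, and 0.0877 with an estimated correlation) and 13 of 24 in TEM (adjusted p = 1.14e-13). The regulatory T cell list rose for 6 of 12 members in both TCM (adjusted p = 9.87e-12) and TEM (adjusted p = 1.34e-09). FOXP3 reached 1.07 ± 0.412, 9.18 ± 1.69 and 10.9 ± 3.43 RPKM in naive, TCM and TEM cells. A rise of this list over naive cells was not particular to CD4 cells, but its level was higher there. The mean log2(RPKM + 1) of the list was 0.826 to 1.517 in resting CD8 naive libraries and 2.042 to 2.582 in those of the CD8 memory subsets. In resting CD4 memory libraries it was 2.847 to 3.304, and FOXP3 itself was lower in CD8 than in CD4 TEM cells. Glycolysis genes were called higher as a list in both subsets (adjusted p = 4.70e-09 and 1.73e-06, with an estimated correlation 0.0313 and 0.0816), while 1 of 23 and 3 of 23 members passed as single genes. Among the 170 list tests of resting memory against naive cells, counts of called members adjusted over the list alone were the same as over all genes in 166 and moved by 1 in the other 4.

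Resting CD8 memory cells held more cytotoxic and less naive transcripts than naive cells. GZMH, a granule protease, stood at 0.872 ± 0.865 RPKM in naive, 19.1 ± 24.2 in TCM, 228 ± 99.7 in TEM and 495 ± 130.0 in TEMRA cells. For TEMRA against naive, that is a log2 fold change of 8.12 (SE 0.63, adjusted p = 6.42e-15, chromosome 14, 24606480 to 24609685). In TEMRA cells it was followed by the pore-forming peptide GNLY (174 ± 44.6 against 0.401 ± 0.443 RPKM, log2FC 6.99), the granule protein NKG7 (420.0 ± 48.8 against 2.77 ± 1.83 RPKM, log2FC 6.95), CST7 (log2FC 6.59) and GZMB (6.44). Already in TCM cells, CST7 (154 ± 43.3 against 6.32 ± 5.56 RPKM, log2FC 4.72, SE 0.43, adjusted p = 7.59e-12), CCL5 (177 ± 24.7 against 10.5 ± 7.15 RPKM, log2FC 4.15) and CCR4 (35.6 ± 14.2 against 1.51 ± 1.37 RPKM, log2FC 3.96) exceeded naive levels. LEF1, a transcription factor that maintains naive cells, went the other way (82.5 ± 8.84, 42.9 ± 7.53, 15.5 ± 13.8 and 9.28 ± 3.83 RPKM in the same order). The lymph node homing receptor CCR7, used in sorting, fell as the labels require (log2FC -4.50 in TEMRA). Lower genes also included NOG, the WNT antagonist SFRP5, the membrane protein CD248 and the cytoskeletal linker ACTN1. Called genes numbered 401 for TCM (256 higher, 145 lower), 747 for TEM (436 and 311) and 1042 for TEMRA (553 and 489). Groups did not overlap for 367, 665 and 991 of them, and for 2000, 2679 and 3669 of all tested genes. By voom, added after seeing the data, 888 (524 and 364), 2217 (1642 and 575) and 1932 (938 and 994) genes were called.

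Among the lists in CD8 cells, cytotoxic granule genes rose for 11, 14 and 16 of 18 members in TCM (adjusted p = 3.01e-18), TEM (adjusted p = 1.29e-22) and TEMRA (adjusted p = 4.81e-26). Naive genes fell for 8, 19 and 22 of 24 (adjusted p = 1.52e-10, 3.35e-19 and 4.39e-21). In both lists replicate 4 of TEM lay apart from the others of its group. NK receptors and adaptors rose for 3, 10 and 13 of 16 members (adjusted p = 0.00022, 6.39e-08 and 3.64e-14, with an estimated correlation 0.116, 0.0205 and 0.00121). Of that list's 18 genes, 12 also stand in another list. The list of NK cell markers also rose in TEM and TEMRA for 5 and 7 of 10 members (adjusted p = 0.00148 and 1.06e-06, with an estimated correlation 0.0578 and 0.00277), and gamma delta and MAIT genes in the 3 subsets for 1, 7 and 3 of 11 (adjusted p = 0.00189, 6.73e-07 and 0.0387, with an estimated correlation 0.277, 0.0816 and 0.463). Homing receptors rose for 11, 13 and 10 of 28, including CXCR3 (log2FC 1.92, 1.54 and 1.09). All 3 list tests held with an estimated correlation (adjusted p = 7.49e-05, 0.000268 and 0.00192). MHC class II genes, which mark activated human T cells, rose for 3, 6 and 6 of 10 members (adjusted p = 9.68e-05, 4.22e-06 and 3.85e-06, with an estimated correlation 0.195, 0.127 and 0.126). HLA-DRA went from 0.154 ± 0.274 RPKM in naive to 7.03 ± 4.71 in TEMRA cells. The AHR target list was called in TCM (adjusted p = 1.95e-06, 3 of 8 members) and TEM (adjusted p = 0.00328, and 0.0578 with an estimated correlation) but not in TEMRA (adjusted p = 0.0651). Cytosolic ribosomal proteins were called lower as a list in TEMRA (adjusted p = 6.99e-17, and 0.158 with an estimated correlation), with 3 of 34 members passing singly. Costimulatory receptors were mixed in TEMRA, with 7 of 23 higher and 3 lower (adjusted p = 4.07e-05).

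**Figure D2:**
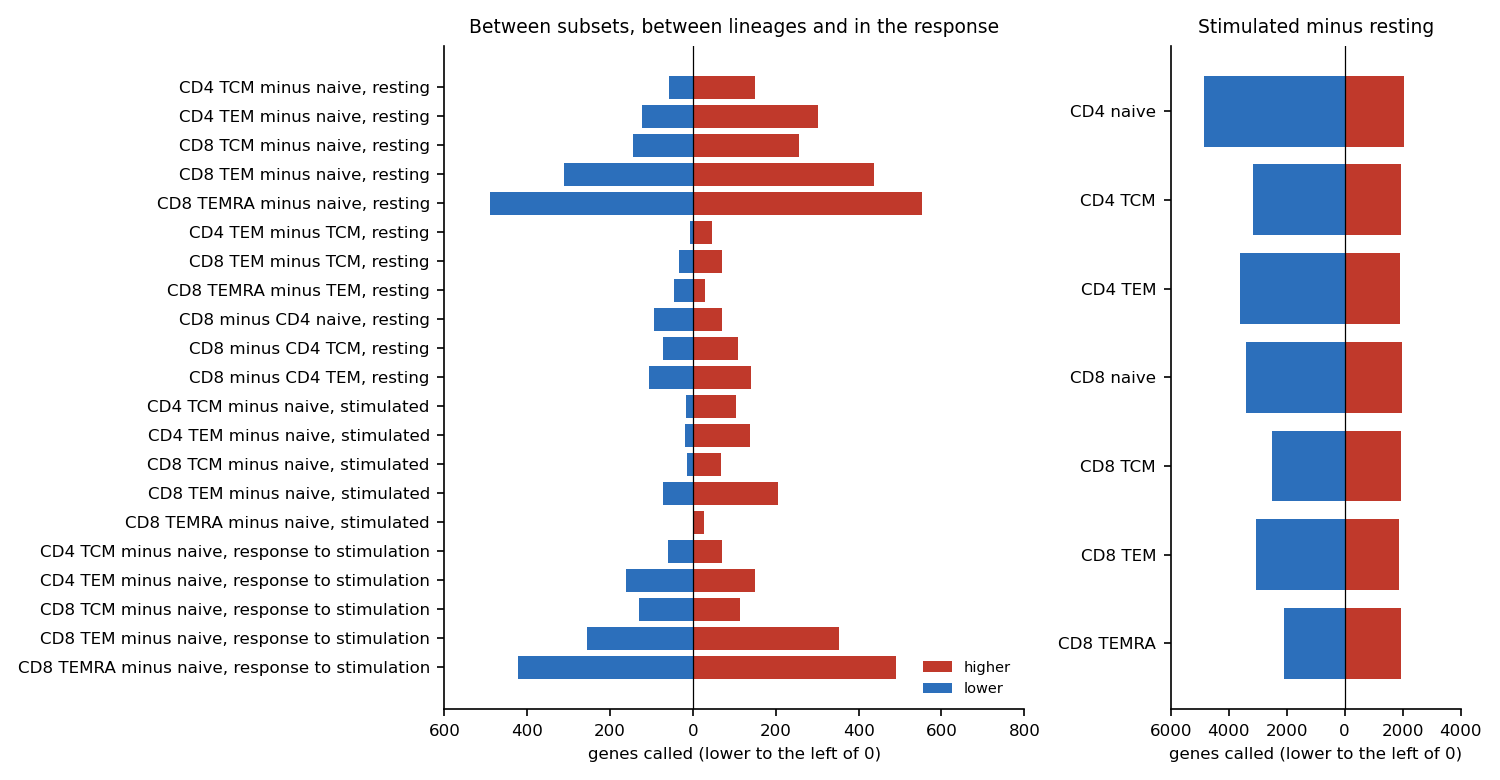
Genes called higher and lower in each of the 28 comparisons, as bars to the right and left of 0, with the stimulated minus resting comparisons on their own scale.

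The lineages changed many genes together. Of the genes called against naive cells, 151 were shared by CD4 and CD8 TCM (115 higher, 36 lower in both), which is 33.0% of their union of 458. CD4 and CD8 TEM shared 303 (211 higher, 92 lower), which is 34.9% of 868. No gene was called in opposite directions. Chance would give 2.7 and 0.6 shared genes for TCM and 9.2 and 2.6 for TEM (Fisher's exact test, p = 1.03e-180, 6.59e-59, 1.32e-268 and 6.93e-132, where genes are not independent replicates). The shared genes made up 72.6% of the CD4 and 37.7% of the CD8 TCM genes. CCR4, CXCR3 and CST7 were called higher and NOG lower in all 4 comparisons.

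Cytotoxic genes led those higher in CD4 TEM than in CD4 TCM cells. CCL5 (38.9 ± 20.2 against 1.57 ± 1.08 RPKM, log2FC 3.92, SE 0.48, adjusted p = 3.39e-07), NKG7 (19.8 ± 19.9 against 0.278 ± 0.222 RPKM, log2FC 3.48), GZMA (115 ± 36.5 against 11.6 ± 8.19 RPKM, log2FC 3.39) and GNLY (10.1 ± 3.98 against 0.967 ± 1.64 RPKM, log2FC 2.71) led 47 higher genes. The total of 55 fell to 26 with only the compared groups in the fit and to 32 and 35 without donors 3 and 4. FHIT, a nucleotide hydrolase, led 8 lower ones (6.36 ± 2.05 against 19.5 ± 5.42 RPKM, log2FC -1.49). Cytotoxic granule genes rose for 9 of 18 members (adjusted p = 4.21e-20). Effector factors rose for 7 of 25 (adjusted p = 3.06e-12), including the T-box factor EOMES (log2FC 1.83). Lists of other cells moved too. The mean log2(RPKM + 1) of gamma delta and MAIT genes was 2.29 to 2.63 in resting CD4 TEM and 1.684 to 1.937 in CD4 TCM libraries. For the CD8 lineage list it was 2.277 to 2.992 and 1.248 to 1.649, where 10 of the 13 genes also stand in another list. Whether other cells contribute was not tested. In CD8 cells, TEM exceeded TCM in GZMH (228 ± 99.7 against 19.1 ± 24.2 RPKM, log2FC 4.07, SE 0.63, adjusted p = 5.30e-05) and GZMB (54.7 ± 36.9 against 4.76 ± 5.58 RPKM, log2FC 3.61). Next were the effector-cell protein FGFBP2 (53.7 ± 27.4 against 6.91 ± 6.25 RPKM, log2FC 2.89) and S1PR5, the receptor for exit from tissue (29.0 ± 11.4 against 4.06 ± 4.36 RPKM, log2FC 2.86). GPR15 (2.84 ± 2.91 against 14.9 ± 7.01 RPKM, log2FC -2.27) and LEF1 were lower, among 71 higher and 33 lower genes. TEMRA exceeded TEM in the NK adaptor SH2D1B (12.1 ± 13.9 against 0.698 ± 0.593 RPKM, log2FC 2.47, SE 0.33, adjusted p = 3.00e-06), the secreted protein SPON2 (18.9 ± 9.0 against 4.98 ± 2.25 RPKM, log2FC 1.69) and the NK receptor KLRD1 (31.7 ± 3.22 against 10.7 ± 2.63 RPKM, log2FC 1.5). It lay below TEM in CCR4 (1.58 ± 0.634 against 19.6 ± 6.62 RPKM, log2FC -2.97), CD40LG (1.49 ± 1.07 against 9.07 ± 2.30 RPKM, log2FC -2.12) and the costimulator CD28 (7.25 ± 2.01 against 22.6 ± 4.87 RPKM, log2FC -1.53). In all, 29 genes were higher and 46 lower. The NK receptor list separated TEMRA from TEM for 5 of 16 members (adjusted p = 3.06e-12). The list of NK cell markers had a mean log2(RPKM + 1) of 2.799 to 4.06 in TEMRA and 2.345 to 2.881 in TEM. Of its 12 genes, 8 also stand in another list. Gamma delta and MAIT genes fell for 5 of 11 (adjusted p = 2.72e-06, and 0.155 with an estimated correlation). In CD8 cells, cytotoxic granule genes were higher in TEM than in TCM (adjusted p = 6.28e-14) and in TEMRA than in TEM (adjusted p = 1.2e-06, and 0.124 with an estimated correlation). Naive genes were lower (adjusted p = 5.63e-17 and 7.16e-06, with an estimated correlation 0.0076 and 0.218), and replicate 4 of TEM lay apart in both lists. The SE and adjusted p of single genes come from the fit over all 14 groups, and for SH2D1B the SD in TEMRA exceeded the mean. Both CD8 counts hinged on single libraries and on the fit. With only the compared groups in the fit, limma called 0 genes between TEM and TCM (1345 at an unadjusted p under 0.05) and 4 between TEMRA and TEM. Voom over all groups gave 97 and 178. Without the replicate 4 CD8 TEM library, 344 genes were called between TEM and TCM and 312 between TEMRA and TEM. Without the replicate 3 TEM library, 69 were called between TEM and TCM. Without TEMRA replicates 1, 2, 3 or 4 in turn, 187, 35, 162 and 46 were called between TEMRA and TEM. Adjusted over the list alone, member counts moved in 19 of the 102 tests, by at most 3.

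The distance from naive cells was compared between subsets by an exact permutation of the TCM and TEM (or TEM and TEMRA) labels over 70 relabelings, 2-sided, where the smallest possible p is 0.0286. By this exact permutation test, TEM had 216 more genes than TCM against naive in CD4 (p = 0.0571) and 346 more in CD8 (p = 0.0286, the smallest possible), and TEMRA had 295 more than TEM (p = 0.0571). After Benjamini-Hochberg adjustment over these 3 tests, each p was 0.0571. With the donors as a block, the differences were 213, 347 and 292 (exact permutation p = 0.0286, 0.0286 and 0.0571, and 0.0429, 0.0429 and 0.0571 after the same adjustment). These relabelings ignore the pairing by donor. Exchanged only within donors, a test added after seeing the data, the labels allow 16 relabelings and no p under 0.125, and each difference had that exact permutation p with and without the block. No distance is thus settled by a paired test. By voom, TEMRA had fewer genes than TEM against naive (1932 against 2217), so that the direction of this distance turned. Without TEM replicate 4 (35 relabelings), the difference between TEM and TCM in CD8 was 555 (exact permutation p = 0.0286) and that between TEMRA and TEM was 86 (p = 0.514).

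CD8 and CD4 cells of the same subset differed in lineage genes and in cytotoxic genes. The sort markers CD8A (log2FC 7.09, 7.26 and 7.51 in naive, TCM and TEM) and CD4 (-5.51, -5.75 and -5.76) went with the labels. CD40LG, the helper ligand, was lower in CD8 cells of all 3 subsets (naive: 0.760 ± 0.220 against 40.3 ± 7.44 RPKM, log2FC -4.54, SE 0.30, adjusted p = 1.76e-16). Its fold changes in TCM and TEM were -2.44 and -2.50. Naive CD8 cells held more S100B, a calcium-binding protein (44.2 ± 29.0 against 0.735 ± 0.193 RPKM, log2FC 4.44), CD248 and SFRP5. TCM cells of the CD8 lineage held more CCL5 (177 ± 24.7 against 1.57 ± 1.08 RPKM, log2FC 6.19, SE 0.48, adjusted p = 5.42e-14), NKG7 and GZMK and less CTLA4 (-2.44). CD8 TEM cells held more GZMB (54.7 ± 36.9 against 3.23 ± 4.40 RPKM, log2FC 4.08) and GZMH. They held less FOXP3 (0.614 ± 0.496 against 10.9 ± 3.43 RPKM, log2FC -2.87) and TNFRSF4, the costimulator OX40 (1.27 ± 1.31 against 17.3 ± 5.78 RPKM, log2FC -3.11). Cytotoxic granule genes were higher for 5, 11 and 12 of 18 members (adjusted p = 4.36e-06, 1.68e-31 and 2.88e-33, with an estimated correlation 0.0989, 1.5e-05 and 9.76e-06). The CD8 lineage list rose for 8, 12 and 13 of 13 members (adjusted p = 4.01e-08, 7.48e-14 and 7.17e-13 with an estimated correlation). The CD4 lineage list fell for 5, 6 and 7 of 10 (likewise 6.45e-07, 8.46e-08 and 4.09e-07). The NK cell list rose in TEM for 5 of 10 members (adjusted p = 5.30e-09). In all, 166 genes were called in naive (71 higher, 95 lower), 180 in TCM (109 and 71) and 247 in TEM cells (140 and 107). By voom on the recovered reads, a method added after seeing the data, the naive count was 2468 (120 higher, 2348 lower). It also rested on single libraries: 497 genes were called without the replicate 1 CD8 naive library and 269 without replicate 2. Of the 102 list tests, 12 had another member count when adjusted over the list alone, by 1.

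**Figure D3:**
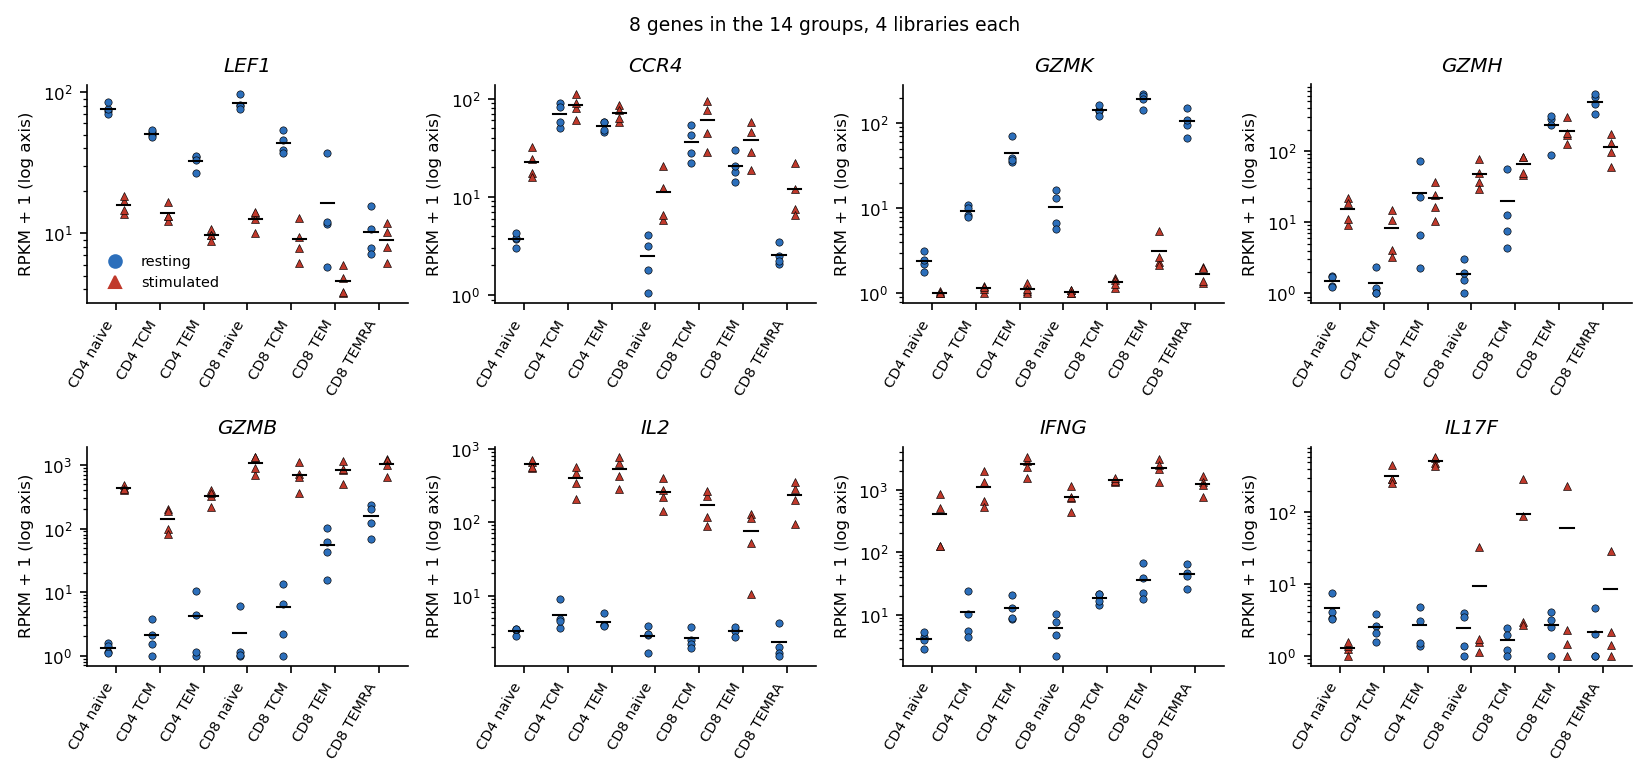
RPKM + 1 on a log axis for LEF1, CCR4, GZMK, GZMH, GZMB, IL2, IFNG and IL17F in the 56 libraries by group, resting as circles and stimulated as triangles. Horizontal bars are group means.

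Stimulated cells of all 7 subsets held more transcripts of S phase and ribosome biogenesis genes than resting cells and less KLF2 and TXNIP. All 28 S phase genes were called higher in each of the 7 subsets (adjusted p with an estimated correlation at most 0.05 in all, for example 0.0019 in CD4 naive cells). Ribosome biogenesis and MYC targets rose for 28 to 30 of 30 members (likewise 0.00921). G2 and M phase genes rose for 26 to 28 of 28 members. Their list tests gave adjusted p = 2.61e-17, 2.32e-17 and 7.85e-17, with an estimated correlation 0.0541, 0.0541 and 0.0546 in CD4 naive, TCM and TEM. In CD8 naive, TCM, TEM and TEMRA they gave adjusted p = 7.97e-19, 2.21e-19, 7.34e-17 and 3.37e-18, with an estimated correlation 0.0456, 0.0431, 0.0546 and 0.0484. The quiescence factor KLF2 fell in all 7, from 142 ± 28.6 to 0.0705 ± 0.0760 RPKM in CD4 naive cells (log2FC -7.04, SE 0.24, adjusted p = 4.61e-29). So did TXNIP, an inhibitor of glucose uptake (for example 12.6 ± 2.29 against 1400.0 ± 325 RPKM, log2FC -6.67), the glucocorticoid-induced gene TSC22D3 (-5.79) and the phosphatase DUSP1 (-5.58 in CD4 TCM). The median of all genes shifted as well, by -0.566 to -0.301, and by -0.308 to -0.218 after scaling by median of ratios. Small falls thus do not stand out from the whole, while the changes named here are many times that shift. Since resting cells were not cultured, none of these changes is set apart from an effect of culture.

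In CD4 cells, genes were ranked by their rise in each subset, and these rankings are not a test of a difference between subsets. Naive cells raised GZMB (436 ± 36 against 0.304 ± 0.216 RPKM, log2FC 8.40, SE 0.60, adjusted p = 3.05e-17) and IL2 (613 ± 76.0 against 2.29 ± 0.317 RPKM, log2FC 7.54). They also raised the amino acid carrier SLC7A5 (296 ± 41.4 against 1.96 ± 0.840 RPKM, log2FC 6.69), the DNA precursor enzyme RRM2 (log2FC 6.54) and the cytokine LIF (6.28). In TCM and TEM cells effector cytokines stood at the top. IL9 led in TCM (301 ± 179 against 0.456 ± 0.673 RPKM, log2FC 7.62) and TEM (log2FC 8.34). In TEM it was followed by IL17F (519 ± 74.1 against 1.65 ± 1.61 RPKM, log2FC 7.80, SE 1.13, adjusted p = 4.56e-08). Next came CSF2, encoding GM-CSF (357 ± 257 against 0.532 ± 0.615 RPKM, log2FC 7.67), and IFNG (2520.0 ± 781 against 11.9 ± 5.83 RPKM, log2FC 7.65). When the response was compared with that of naive cells, the difference was called for IL17F in TEM (9.55). It was not called for IL9 in TCM (3.85) or CSF2 in TEM (1.67). The cytokine list rose for 12, 18 and 21 of 28 members in CD4 naive (adjusted p = 0.0014, and 0.0584 with an estimated correlation), TCM (adjusted p = 1.48e-05) and TEM (adjusted p = 6.60e-07). Interferon response genes rose for 18, 18 and 17 of 30, but the list tests did not hold with an estimated correlation (adjusted p = 0.0056, 0.00116 and 0.00421, with an estimated correlation 0.706, 0.634 and 0.704). Glycolysis genes rose for 16 of 23 members in each CD4 subset (adjusted p with an estimated correlation 0.0258, 0.0484 and 0.0431). Cholesterol synthesis genes rose for 15, 15 and 14 of 24 (likewise 0.00921 in naive). Tricarboxylic acid cycle genes rose for 10, 9 and 9 of 20 (adjusted p = 2.96e-07, 4.14e-06 and 1.44e-05, with an estimated correlation 0.0274, 0.0456 and 0.0546). Oxidative phosphorylation genes rose for 22, 18 and 17 of 46 (adjusted p = 9.59e-15, 9.60e-12 and 5.73e-12, with an estimated correlation 0.0871, 0.132 and 0.128). Homing receptors fell for 13, 13 and 19 of 28, with the test called in TCM (adjusted p = 0.0105, and 0.123 with an estimated correlation) and TEM (adjusted p = 0.00132, and 0.0546 with an estimated correlation). Of the naive genes, 17, 14 and 11 of 24 fell, and the early response gene FOS fell in memory cells (log2FC -5.49 and -5.85). Stimulated cells were taken at the end of the culture, so this is not the first response of FOS. Handling can also raise such genes in resting cells. The counts called were 6899 in naive (2045 higher, 4854 lower), 5124 in TCM (1948 and 3176) and 5510 in TEM (1897 and 3613). These splits depend on the scaling: 29.6, 38.0 and 34.4% were higher, against 43.2, 49.4 and 47.1% after median-of-ratios scaling.

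In CD8 cells, GZMB, a granule protease, rose most in naive cells and CSF2 in the 3 memory subsets. The granzyme reached 1065 ± 321 from 1.30 ± 2.49 RPKM (log2FC 9.30, SE 0.60, adjusted p = 7.77e-19). CSF2 rose in TCM (382 ± 129 against 0.257 ± 0.176 RPKM, log2FC 8.21), TEM (8.26) and TEMRA cells (8.22). IL2RA, the high-affinity IL-2 receptor chain, rose in all 4 subsets (195 ± 33.4 against 0.758 ± 0.585 RPKM, log2FC 6.85 in naive; 7.06 in TEMRA). So did the zinc finger factor ZBED2 in the 3 memory subsets (6.70, 7.40 and 7.12). GZMK, abundant in resting TCM, fell (0.352 ± 0.162 against 141 ± 17.5 RPKM, log2FC -6.72 in TCM; -6.01 in TEM). The markers of resting TEMRA cells FGFBP2 (0.934 ± 1.24 against 159 ± 71.2 RPKM, log2FC -6.43, SE 0.50, adjusted p = 5.75e-16) and FCRL6, an inhibitory receptor (0.592 ± 0.785 against 120.0 ± 31.4 RPKM, log2FC -6.31), led the falls in TEMRA. NK receptors fell for 4, 9, 11 and 13 of 16 members in naive, TCM, TEM (adjusted p = 0.00779, and 0.301 with an estimated correlation) and TEMRA cells (adjusted p = 0.000133, and 0.102 with an estimated correlation). Cytotoxic granule genes went from 10 of 18 higher and 4 lower in naive (adjusted p = 0.0216, and 0.481 with an estimated correlation) to 3 higher and 11 lower in TEMRA (adjusted p = 0.0423, and 0.525 with an estimated correlation). Naive genes fell for 15, 13 and 10 of 24 in naive, TCM and TEM, but in TEMRA 8 rose and 6 fell (adjusted p = 0.846). IL-2 and STAT5 targets rose for 16, 17, 18 and 18 of 28 (adjusted p with an estimated correlation 0.0019 in naive and as low in the others). Heat shock genes rose for 13, 13, 14 and 11 of 18 (likewise 0.0258 in TEMRA). Fatty acid oxidation genes rose for 6, 7, 9 and 7 of 23 (adjusted p = 0.00106, 0.000596, 0.00014 and 0.00602, with an estimated correlation 0.107, 0.0883, 0.0595 and 0.187). Called genes numbered 5389 in naive (1991 higher, 3398 lower), 4448 in TCM (1959 and 2489), 4945 in TEM (1873 and 3072) and 4033 in TEMRA (1946 and 2087). In naive, TCM, TEM and TEMRA cells 36.9, 44.0, 37.9 and 48.3% were higher, against 52.7, 55.1, 47.0 and 56.8% after median-of-ratios scaling. Between 36.6 and 66.0% of the genes called lower in the 7 subsets lay under 5 RPKM in both conditions, where the background of resting libraries reaches. Across the 7 subsets, 2534 genes were called in all and 8440 in any. Of the 238 list tests, 4 had another member count when adjusted over the list alone, by 1.

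**Figure D4:**
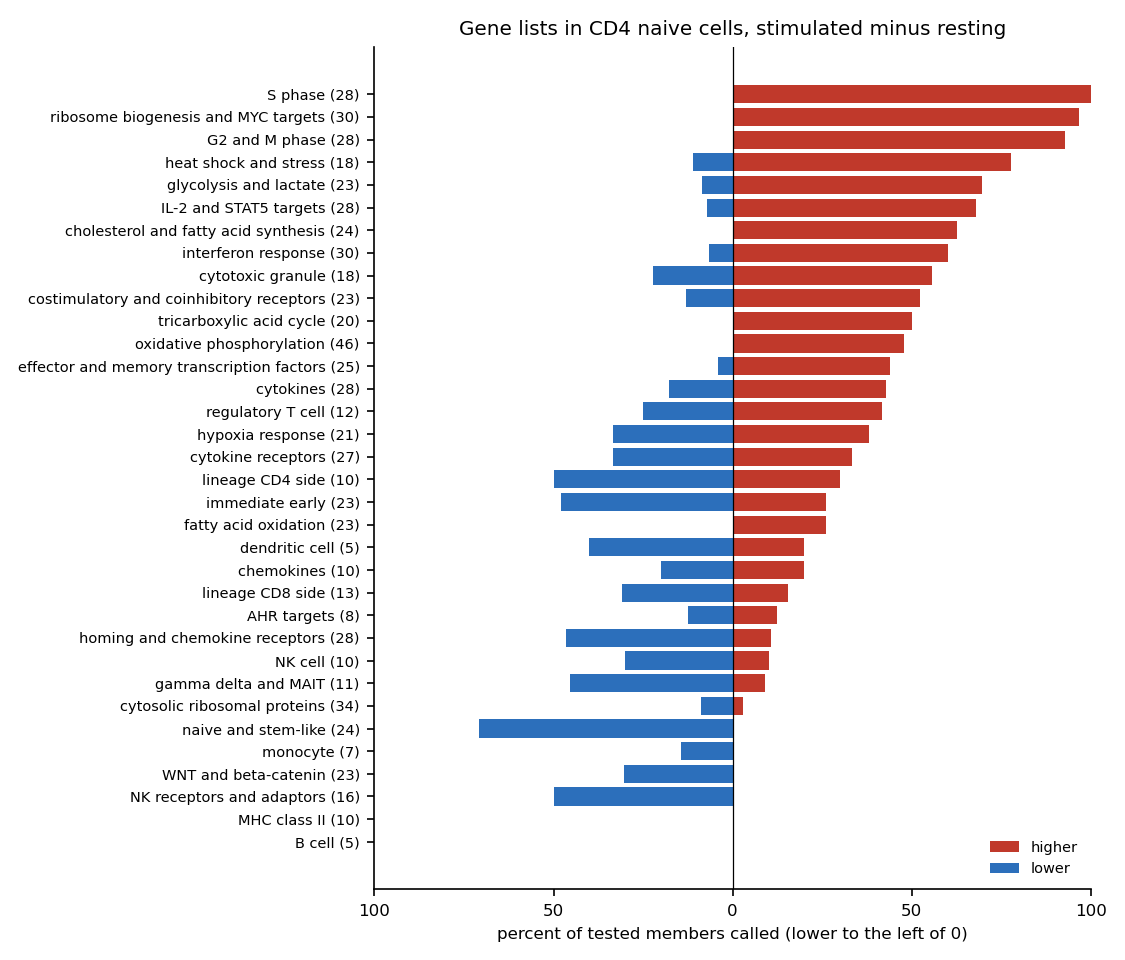
Percentage of the tested members of each gene list that were called higher or lower on stimulation of CD4 naive cells, with the number tested in brackets.

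After stimulation, memory cells differed from naive cells in fewer genes than at rest, and cytokines of helper cells led in CD4 cells and in CD8 TCM cells. In CD4 cells the Th17 cytokines IL17F (519 ± 74.1 against 0.285 ± 0.225 RPKM, log2FC 8.67, SE 1.13, adjusted p = 4.21e-07 for TEM, chromosome 6, 52236681 to 52245689) and IL17A (90.3 ± 52.1 against 2.49 ± 4.21 RPKM, log2FC 5.13) led. They were followed by IL9 (log2FC 3.52 in TCM and 4.37 in TEM), IL4 (21.5 ± 15.6 against 0.199 ± 0.152 RPKM, log2FC 3.95) and the inhibitory receptor TIGIT (16.8 ± 1.59 against 1.09 ± 0.361 RPKM, log2FC 3.10 in TCM). Stimulated naive cells held more IRF8, of the interferon regulatory factor family (13.8 ± 3.70 against 63.3 ± 15.8 RPKM, log2FC -2.12 in TCM). They also held more of the chemokine CCL22 (0.106 ± 0.0431 against 42.6 ± 50.7 RPKM, log2FC -4.35 in TEM) and the adhesion protein MPZL2. Costimulatory receptors rose for 7 and 10 of 23 members in TCM (adjusted p = 5.77e-17) and TEM (adjusted p = 6.48e-23). Among them were ICOS and CTLA4 (CTLA4 in TEM: 253 ± 74.9 against 48.6 ± 8.33 RPKM, log2FC 2.32). Cytokines rose for 8 and 14 of 28 (adjusted p = 4.07e-07 and 4.02e-20). The WNT and beta-catenin list lay lower in TEM (adjusted p = 0.000482) with 1 of 23 members called. In CD8 TCM cells the Th2 cytokine IL5 (29.4 ± 22.7 against 1.18 ± 0.896 RPKM, log2FC 3.64, SE 0.51, adjusted p = 7.61e-06), the itch cytokine IL31 (26.8 ± 20.9 against 1.97 ± 1.93 RPKM, log2FC 3.04) and the chemokine CCL1 (13.7 ± 3.06 against 2.36 ± 4.61 RPKM, log2FC 2.96) led. In CD8 TEM cells the leading genes were CCL5 (89.4 ± 2.09 against 5.46 ± 5.69 RPKM, log2FC 4.21, SE 0.48, adjusted p = 7.12e-09), GZMA (51.1 ± 28.4 against 3.29 ± 4.15 RPKM, log2FC 3.87) and the thrombin receptor F2R (28.1 ± 7.22 against 1.30 ± 1.10 RPKM, log2FC 3.75). IRF8 again lay lower in TEM (6.01 ± 4.39 against 53.0 ± 16.0 RPKM, log2FC -3.14), with IL2 (log2FC -2.19). TEMRA cells differed from stimulated naive cells in 27 genes, all higher, with GZMA first (47.9 ± 44.1 against 3.29 ± 4.15 RPKM, log2FC 3.36, SE 0.53, adjusted p = 0.000231). Among genes whose groups did not overlap, the chemokines CCL3L1 and CCL4L1 (log2FC 2.12 and 1.87), the effector factor PRDM1 (9.43 ± 5.48 against 1.74 ± 0.817 RPKM, log2FC 1.81) and the exhaustion-linked factor TOX (5.08 ± 2.55 against 0.743 ± 0.407 RPKM, log2FC 1.72) came next. Homing receptors were higher for 4, 5, 4, 5 and 1 of 28 members in the 5 comparisons (adjusted p = 8.01e-07, 5.01e-08, 5.99e-09, 7.72e-07 and 0.0125, with an estimated correlation 0.00442, 0.00261, 0.0013, 0.00442 and 0.138). Cytotoxic genes were higher for 0, 3, 0, 8 and 1 of 18 (adjusted p = 0.954, 1.54e-05, 0.0151, 6.28e-07 and 8.19e-10, with an estimated correlation 0.978, 0.111, 0.393, 0.0727 and 0.0206). Called genes numbered 121 for CD4 TCM (105 higher, 16 lower), 157 for CD4 TEM (137 and 20), 84 for CD8 TCM (69 and 15), 276 for CD8 TEM (205 and 71) and 27 for TEMRA. In CD8 TEM 74.3% were higher, against 61.3% after median-of-ratios scaling. limma gave 0 lower genes in TEMRA, where 804 genes had an unadjusted p under 0.05 in either direction. With only the compared groups in the fit, limma called 0 genes in TEMRA (1427 at an unadjusted p under 0.05), and without donor 2 in all groups it called 0 (380 unadjusted). Voom over all groups gave 41. Without TEMRA replicates 1, 2 or 3 in turn, limma called 63, 11 and 10 genes in TEMRA, and without naive replicate 1 it called 17. The CD8 TCM count was 127 without TCM replicate 1 and 55 without replicate 3. Adjusted over the list alone, member counts moved in 33 of the 170 tests, by at most 6 (CD8 TCM cytokines, from 4 to 10 higher).

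Sorting the genes called higher in memory cells by condition gave 3 classes, higher at rest only (Expressed), after stimulation only (Induced) or in both (Augmented). CD4 TCM had 113, 68 and 37 genes in these classes, CD4 TEM 244, 79 and 58, CD8 TCM 219, 32 and 37, CD8 TEM 328, 97 and 108, and TEMRA 530, 4 and 23. These counts moved with the fit. With a pseudocount of 0.1, CD8 TEM had 281 Induced and 237 Augmented genes. With 1 donor left out, TEMRA had at most 12 and 35 and as few as none. The 4 Induced genes of TEMRA were CTLA4, FNDC9, TNIP3 and IQCG (log2FC 1.11, 1.24, 1.49 and 1.2 after stimulation), the last 3 named after their values were seen. CCR4, CCR6, GPR15, PRDM1 and TIGIT were Augmented in CD4 TCM and TEM. A gene past the threshold in only 1 condition need not differ between conditions. The response itself was called higher for 27 of the 68 Induced genes of CD4 TCM, 40 of 79 for CD4 TEM, 13 of 32 for CD8 TCM, 37 of 97 for CD8 TEM and 2 of 4 for TEMRA. Likewise it was called lower for 43 of 113, 129 of 244, 106 of 219, 165 of 328 and 380 of 530 Expressed genes. Of the Augmented genes, 4 of 37, 8 of 58, 4 of 37, 20 of 108 and 16 of 23 had a lower response, CCR4 among them in both CD4 subsets (difference -2.26 and -2.11), and 1 in all had a higher one. IL17F, IL17A, IL4, IL9, IL1A and IL31 were Induced in both CD4 memory subsets. Across the 10 comparisons with naive cells, 1284 genes were called in any at rest, 362 in any after stimulation and 1440 in either.

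The difference between stimulated and resting cells, called the response here, differed between memory and naive cells in cytokines and in genes whose levels already differed at rest. In CD4 TEM cells the response of IL17F exceeded that of naive cells by 9.55 with SE 1.60 on the log2 scale (adjusted p = 4.94e-05). The responses of IL17A, IL9, IL4 and IL1A exceeded it by 4.67, 4.57, 4.50 and 3.81. For IL17F the difference joins log2 fold changes from naive of 8.67 after stimulation and -0.89 at rest. The resting part enlarges it, and low resting levels carry little information. Cytotoxic genes, already high in resting memory cells, responded less. This held for GZMH (difference -6.88 with SE 0.89, adjusted p = 5.17e-08) and GZMB (-6.48) in TEMRA, and NKG7 in all 3 CD8 subsets (-3.68, -5.11 and -6.43). TBX21 reached 45.7 ± 8.84 RPKM in stimulated naive CD8 cells and 47.5 ± 9.54 in TEMRA, from 1.16 ± 0.909 and 106 ± 20.7 at rest, a difference in response of -5.66. CCR7, on which cells were sorted after stimulation, was lower in stimulated than in resting naive CD8 cells and higher in TEMRA (log2FC -2.03 and 1.55; difference 3.59 with SE 0.48, adjusted p = 9.41e-08). By lists, the response of cytotoxic genes was lower for 2, 6, 6, 10 and 14 of 18 members in CD4 TCM, CD4 TEM, CD8 TCM, CD8 TEM and TEMRA (adjusted p = 0.00023, 4.49e-09, 4.05e-16, 2.83e-15 and 1.39e-24, with an estimated correlation 0.208, 0.0363, 0.00821, 0.00821 and 0.00137). That of naive genes was higher for 1, 6, 4, 10 and 21 of 24 (adjusted p = 0.00324, 4.15e-07, 3.28e-05, 8.33e-09 and 1.07e-19, with an estimated correlation 0.377, 0.114, 0.208, 0.0724 and 0.00821). Immediate early genes, which handling can induce, responded less for 8 of 23 members in CD8 TCM (adjusted p = 1.70e-16). There 10 of 23 were higher than in naive cells at rest (adjusted p = 1.61e-13, and 0.0578 with an estimated correlation). In every resting memory subset of both lineages their mean log2(RPKM + 1) exceeded that of naive cells of the same donor. It was 5.452 to 6.187 in CD8 TEM, for example, and 4.661 to 5.343 in CD8 naive libraries. Cytokine genes responded more for 9 of 28 members in CD4 TEM (adjusted p = 0.00113, and 0.0724 with an estimated correlation). The differences called numbered 132 in CD4 TCM (71 higher, 61 lower), 311 in CD4 TEM (149 and 162), 243 in CD8 TCM (114 and 129), 609 in CD8 TEM (353 and 256) and 913 in TEMRA (491 and 422). Without donors 3 and 4 in turn, 69 and 80 were called in CD4 TCM, and without donor 4 160 in CD8 TCM. In CD4 TCM, CD8 TCM, CD8 TEM and TEMRA, 53.8, 46.9, 58.0 and 53.8% were higher, against 40.5, 32.7, 39.4 and 40.0% after median-of-ratios scaling. The balance of directions is not settled. Member counts adjusted over the list alone moved in 54 of the 170 tests, by at most 4.

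**Figure D5:**
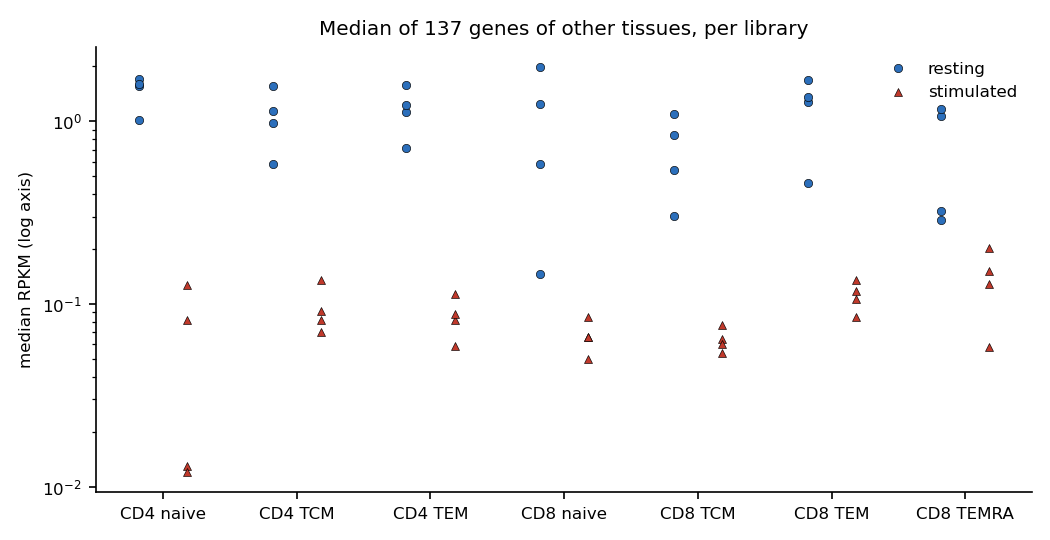
Median RPKM of 137 genes typical of other tissues in each library on a log axis, with resting libraries as circles and stimulated libraries as triangles.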

Values the study reported

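The study reported 805 genes that differed between TCM and naive cells and 1,486 that differed between TEM and naive cells at rest. About 30% of these genes were shared by the CD4 and CD8 lineages in each subset. With stimulated cells included, it gave 52.59% of the variation to the first principal component, which parted resting from activated cells.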

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

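The comparison of the listed genes of other tissues by length, the spread of those genes within resting groups, the ratios in single replicates and the shares for stimulated TEMRA cells, the count of TCM libraries near TEM and the positions of genes in 1 TEM library were tests chosen after their results were seen. The other tests here were set beforehand.

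Over 13 measures, 182 sets of 4 libraries were examined for a library that lay far from the other 3, and 13 did. Chance sets 1 in 20 apart. List values are means of log2(RPKM + 1), with the nearest and the farthest of the other 3 libraries in brackets. Resting CD8 TEM replicate 4 stood apart in 4 measures: naive genes 4.167 (3.192 and 2.997), cytotoxic granule genes 5.449 (6.232 and 6.31), dendritic cell genes 0.549 (1.047 and 1.128) and 10285 genes at 1 RPKM or more (12474 and 12813). For cytotoxic granule genes, resting CD4 TCM replicate 2 lay at 2.916 (2.45 and 2.365), stimulated CD8 TCM replicate 2 at 4.341 (4.605 and 4.65) and stimulated CD8 TEM replicate 1 at 5.62 (5.199 and 5.133). Gamma delta and MAIT genes lay at 2.29 in resting CD4 TEM replicate 1 (2.591 and 2.63). Monocyte genes lay at 2.107 in resting CD4 naive replicate 2 (1.068 and 0.944) and at 0.876 in stimulated CD8 naive replicate 3 (0.826 and 0.818). Platelet genes, too few for a list test, lay at 2.245 in stimulated CD4 naive replicate 3 (2.098 and 2.083). Resting CD4 naive replicate 4 held 11790 genes at 1 RPKM or more (12932 and 13144), and resting CD4 TEM replicate 4 held 6.34 M reads (2.71 and 2.32).

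Memory and naive cells differed in their response to stimulation by limma's test of the difference itself, in 132 genes for CD4 TCM, 311 for CD4 TEM, 243 for CD8 TCM, 609 for CD8 TEM and 913 for TEMRA. Of 100 splits drawn, with the labels exchanged separately in each condition, the highest others gave 263, 556, 431, 821 and 1292 genes. Splits as large, the real one included, numbered 6, 4, 3, 4 and 6 of the 100 in the same order. Counts this close, from a random draw, do not tell the comparisons apart, and chance is neither excluded nor shown for any of them. Such draws may keep most of the difference between memory and naive cells in 1 condition and exchange it in the other. The other 7 splits that part all 4 pairs in both conditions alike called no gene in these comparisons.

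Resting libraries held more genes at 1 RPKM or more than stimulated ones in every subset. Depth was argued against: stimulated libraries thinned to 1.91 M reads held 8709 to 9432 such genes, below the lowest resting library at 9821. A candidate explanation is a background of reads spread over all genes in proportion to length, from genomic DNA or unspliced RNA. Of 137 genes typical of other tissues, 135 (98.5%) had higher means at rest in all 7 subsets, their reads rose with gene length with slopes of 0.9 to 0.97 in resting groups, and the median of each tissue listed was 10.5 to 13.7 times higher at rest. Slopes near 1 were also seen in stimulated groups (0.89 to 1.02). Transcription of these genes in resting cells as the whole cause was argued against, since their median differed 13.6-fold between the 4 resting CD8 naive libraries, while that of 1595 genes at 20 RPKM or more differed 1.16-fold. A change of transcription with stimulation for part of these genes stays open and was not tested.

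Stimulated TEMRA cells differed from stimulated naive CD8 cells in 27 genes, against 276 for TEM. A larger spread between the TEMRA libraries stays open. Over 275 of the genes called for TEM, the median log2 fold change from naive, in the direction seen in TEM, was 0.6 in TEMRA and 1.36 in TEM (ratio 0.441). These genes were chosen for TEM, and both comparisons share the naive libraries. In each replicate, over 278 to 302 genes chosen on the other 3, the ratio was 0.2, 0.61, 0.58 and 0.32 in replicates 1 to 4, so the fold changes were smaller in TEMRA but by an amount that differed between replicates. A candidate explanation is cells of naive origin in the TEMRA gate. Stimulated cells were sorted after the culture, and naive cells that lost CCR7 there may have met the TEMRA definition. This requires TEMRA to lie at the same share of the way from naive to TEM for genes of either direction, and it did: the median share was 0.42 (quartiles 0.3 and 0.53) for 204 genes higher in TEM and 0.39 (0.28 and 0.47) for 71 lower genes, a difference of 0.033. A change of state of the TEMRA cells themselves stays open and was not tested.

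The third pattern, noticed in the data, is that 1 resting CD8 TEM library lay close to the resting TCM libraries. On a scale from the TCM libraries (0) to the TEM libraries (1) of the other donors, its median position was 0.27 over 166 genes, against 1.1 to 1.16 for the other 3. Those 3 positions lie on other scales, over 42 to 44 genes, whose ends include the TCM and TEM libraries of this donor. That brings the ends closer together and enlarges the contrast in positions, for TCM libraries as well. Labels exchanged between a TEM and a TCM library were argued against, since 0 TCM libraries lay nearer to TEM. The TCM library of the same donor lay at 0.24, against -0.15 to -0.02 for the other TCM libraries, so it too was shifted, towards TEM. TCM cells or RNA in the TEM library may explain the position of the TEM library. Genes higher in TEM had a median position there of 0.3 and genes lower in TEM of 0.21, a difference of 0.09. By itself this would not move the TCM library towards TEM. A TEM pool closer to TCM in that donor would be a biological explanation. The stimulated TEM library of the same donor, sorted after culture, lay at 0.96 and the others at 0.78 to 1.02, which argues against it for stimulated cells. The resting pool itself was measured once and stays open. Without that donor's TCM and TEM libraries, 245 genes were called between TEM and TCM and 324 between TEMRA and TEM.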

How the results depend on the processing

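Voom on the recovered reads, the group mean of 5 RPKM and the fits without 2 resting or 3 stimulated libraries, and the relabelings within donors, were tests chosen after seeing the data. The other alternatives were set beforehand. Counts within 1.5 times the reported one are taken as kept. A distance is taken as kept if its unadjusted exact permutation p stays on the same side of 0.05.

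Median-of-ratios scaling kept all 49 counts and summary values, no filter 47 of 48, the replicate block 48 of 49, only the compared groups in the fit 36 of 48, and a pseudocount of 0.1 14 of 49. Leaving out 1 donor or library kept 422 of 480, not counting distances without a donor, where no p under 0.1 can be reached. Of 1936 values of named genes, 92 were no longer called with a pseudocount of 0.1, 4 without the filter, 69 after median-of-ratios scaling, 169 with only the compared groups, and 130, 167, 182 and 183 without replicates 1 to 4. None changed direction in these fits.

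The replicate block, which gives each donor a term common to resting and stimulated libraries, changed no call of a named gene (1936 of 1936) and no count by over 1.5 times. Deviations of the same donor had a median correlation of 0.371 within a condition and of 0.144 over all pairs. A common term cannot absorb a donor effect that differs between conditions, so the kept calls do not settle what the pairing would change. Of 952 list tests, 493 were called with the block and 495 without it, 487 of them in both. With the block, the distances from naive cells of CD4 TEM over TCM and CD8 TEM over TCM were 213 and 347 genes (exact permutation p = 0.0286 for both, the smallest possible, and 0.0429 when adjusted over the 3 distances), against an adjusted 0.0571 without it. Relabeling within donors can give no p under 0.125. With an estimated correlation between genes, 184 of the 952 list tests were called.

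A pseudocount of 0.1 raised counts, since it widens fold changes of low genes. Resting memory against naive cells gave 419 (CD4 TCM), 783 (CD4 TEM), 736 (CD8 TCM), 1310 (CD8 TEM) and 1753 (TEMRA), TEMRA against TEM 125 and CD8 against CD4 naive 281. Stimulation gave 8289 (CD4 TCM), 8357 (CD4 TEM), 8840 (CD8 naive), 8113 (CD8 TCM), 8025 (CD8 TEM) and 7180 (TEMRA). Stimulated memory against naive cells gave 219, 301, 155, 681 and 73 in the same order of subsets as at rest, and the response 1016 in CD8 TEM and 1376 in TEMRA. Expressed, Induced and Augmented genes numbered 196, 134 and 62 in CD4 TCM, 397, 152 and 100 in CD4 TEM, 353, 65 and 68 in CD8 TCM and 503, 281 and 237 in CD8 TEM, and in TEMRA 19 were Induced and 53 Augmented. The distance of CD8 TEM over TCM from naive became 574 genes (exact permutation p = 0.114, against 0.0286 before adjustment as reported).

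Voom raised the count over 1.5 times in 18 of 28 comparisons and called no gene in the opposite direction. On simulated data it called 120 of the unchanged genes in the CD4 TCM response and 17 in stimulated CD4 TCM against naive, where limma called 23 and 1. For resting CD4 TCM and CD8 TCM against naive and for stimulation of CD4 naive cells it called 0, 5 and 1, and limma 4, 4 and 1. The cause of the higher counts was not tested. Resting memory against naive gave 323, 709, 888, 2217 and 1932, CD8 TEM against TCM 97, TEMRA against TEM 178, and CD8 against CD4 naive 2468, of which 2348 were lower. Stimulation gave 8275 (CD4 TCM), 8466 (CD4 TEM), 8010 (CD8 TCM), 7955 (CD8 TEM) and 6736 (TEMRA), stimulated memory against naive 258, 312, 159, 762 and 41, and the CD8 TEM response 935.

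A group mean of 5 RPKM, which removes low genes from the calls, left 34 genes for CD4 TEM against TCM, 49 for TEMRA against TEM and 91 for CD8 against CD4 naive. For stimulation it left 3516 (CD4 naive), 3028 (CD4 TCM), 3024 (CD4 TEM), 3421 (CD8 naive) and 2874 (CD8 TEM), and for stimulated memory against naive 77 (CD4 TCM), 104 (CD4 TEM), 174 (CD8 TEM) and 16 (TEMRA). The other 16 counts were kept. Without 3 stimulated libraries, TEMRA against naive after stimulation gave 16 genes and 16 other counts were kept. Without 2 resting libraries, CD8 TEM against TCM gave 245, TEMRA against TEM 324, and 8 others were kept.

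With only the compared groups in the fit, fewer libraries estimate the spread. CD4 TEM against TCM gave 26 genes, TEMRA against TEM 4, CD8 against CD4 naive 106 and stimulated CD8 TCM against naive 37, with 20 Induced and 15 Augmented genes in CD8 TCM. For CD8 TEM against TCM limma gave 0 genes (1345 at an unadjusted p under 0.05). For stimulated TEMRA against naive it gave 0 (1427 unadjusted), so that 0 were Induced or Augmented. The distance of TEM over TCM from naive cells became 228 genes in CD4 (exact permutation p = 0.0286) and 332 in CD8 (p = 0.0571). Without the filter the latter was 348 (exact permutation p = 0.0571).

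Leaving out 1 donor or library, where fewer libraries remain, gave 32 to 65 genes for CD4 TEM against TCM, 50 to 344 for CD8 TEM against TCM, 35 to 312 for TEMRA against TEM, 123 to 497 for CD8 against CD4 naive, 43 to 127 for stimulated CD8 TCM and 0 to 63 for stimulated TEMRA against naive, and 69 to 152 and 160 to 296 for the CD4 TCM and CD8 TCM responses. Induced and Augmented genes ranged from 14 to 32 and 20 to 41 in CD8 TCM and from 0 to 12 and 0 to 35 in TEMRA. For stimulated TEMRA the 0 came without replicate 2 in limma, where 380 genes had an unadjusted p under 0.05. CD4 TEM against TCM gave 32 and 35 without donors 3 and 4. CD8 TEM against TCM gave 59, 50, 50 and 246 without donors 1 to 4, 69 without TEM replicate 3 and 344 without TEM replicate 4. TEMRA against TEM gave 150, 49 and 49 without donors 1, 2 and 4, 187, 35, 162 and 46 without TEMRA replicates 1 to 4 and 312 without TEM replicate 4. CD8 against CD4 naive gave 314 without donor 1, and 497 and 269 without CD8 naive replicates 1 and 2. Stimulated CD8 TCM gave 44 and 43 without donors 2 and 4, and 127 and 55 without TCM replicates 1 and 3. Stimulated TEMRA gave 47, 0, 11 and 11 without donors 1 to 4, 63, 11 and 10 without TEMRA replicates 1 to 3 and 17 without naive replicate 1. The CD4 TCM response gave 69 and 80 without donors 3 and 4, and the CD8 TCM response 160 without donor 4.

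Leaving out 1 donor or library also moved the distances from naive cells. They ran from 164 to 272 genes for CD4 TEM over TCM, 282 to 555 for CD8 TEM over TCM and 86 to 434 for TEMRA over TEM (exact permutation tests). Before adjustment, the CD4 distance had an exact permutation p of 0.0286 without TEM replicate 1 (272), naive replicate 1 (231) or naive replicate 2 (242), and the TEMRA distance had the same p without TEMRA replicate 1 (393). It was 86 without TEM replicate 4. The CD8 TEM distance had p above 0.05 without TCM replicates 1 to 4 (282, 349, 347 and 357), TEM replicate 3 (324) or naive replicates 1, 2 and 4 (438, 397 and 293), with exact permutation p from 0.0571 to 0.114. It was 555 without TEM replicate 4. Without donor 1 it was 354 (exact permutation p = 0.3), and without donors 2, 3 or 4 it was 353, 303 and 462, each at p = 0.1, the smallest that 3 against 3 libraries allow.

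Depth limits what low values show. With 1 read in 1 kb standing for up to 0.524 RPKM and background genes at up to 1.98 RPKM in resting libraries, calls under 5 RPKM at rest are not separated here from differences in background. The count for CD8 against CD4 naive cells went from 91 with a group mean of 5 RPKM to 2468 with voom.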

Other observations

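The comparison of B cell genes in 3 stimulated libraries was a test chosen after seeing the data. The splits of libraries and the list tests were set beforehand.

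All 35 splits of the 8 libraries of a comparison into 4 and 4 were fitted. The real split called more genes than every other for resting CD4 TCM (208 genes, highest other 70), CD4 TEM (424, 125) and TEMRA against naive (1042, 995). So it did for CD4 TEM against TCM (55, 19) and for CD8 against CD4 TCM (180, 159) and TEM (247, 154). The same held for stimulation of CD4 naive (6899, 2201), TCM (5124, 1380) and TEM cells (5510, 1390) and of CD8 naive (5389, 1959), TCM (4448, 1304), TEM (4945, 1682) and TEMRA cells (4033, 1429). It also held for stimulated CD4 TCM (121, 4), CD4 TEM (157, 14), CD8 TCM (84, 64) and CD8 TEM (276, 27) against naive. Chance cannot be excluded for resting CD8 TCM (401, highest other 658, 2 splits as large) and TEM against naive (747, 915, 2 splits), CD8 TEM against TCM (104, 435, 3 splits), TEMRA against TEM (75, 591, 5 splits), CD8 against CD4 naive (166, 458, 4 splits) and stimulated TEMRA against naive (27, 47, 2 splits).

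Splits that call several times the real count, as for CD8 TEM against TCM, TEMRA against TEM and CD8 against CD4 naive, point to a structure of the samples. The highest other splits of resting CD8 TCM, CD8 TEM and TEMRA against naive, of CD8 TEM against TCM and of CD8 against CD4 naive put both libraries of donor 1 on 1 side and drew on genes under 5 RPKM (94.7, 64.3, 96, 80 and 79.3% of their calls). That of TEMRA against TEM put both libraries of donor 4 on 1 side (92.4%). The real split parts all 4 donor pairs. Among the 8 splits that do so, the highest others gave 64, 207, 346, 84, 21 and 18 genes for CD8 TCM, CD8 TEM and TEMRA against naive, CD8 TEM against TCM, TEMRA against TEM and CD8 against CD4 naive, below each real count. For stimulated TEMRA against naive the other 7 called no gene, against 27.

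Most of the 9 B cell genes in the table, of 14 listed, were higher in 3 stimulated libraries, all of replicate 3, than in the other libraries of their groups. MS4A1 stood at 3.09 RPKM in CD4 naive, at 6.22 in CD8 naive and at 2.09 in TEMRA cells. The highest of the other 3 libraries of each group stood at 0.28, 0.29 and 0.08 RPKM. Of the 9 genes, 8, 9 and 8 lay above all other libraries of their group, and so did 11 of 11 MHC class II genes in each. The mean over the 9 genes was 2.94, 2.99 and 1.3 RPKM, against at most 0.88, 1.414 and 1.105 in the other libraries of their groups. The highest mean among the other 25 stimulated libraries was 1.439 RPKM. The TEMRA mean was thus little higher than in its group and below that value. The median of other-tissue genes in this TEMRA library was 0.202 RPKM, the highest of the stimulated libraries. As a list, B cell genes were called lower in CD8 TCM (adjusted p = 0.0123, and 0.112 with an estimated correlation), TEM (adjusted p = 0.0419, and 0.201 with an estimated correlation) and TEMRA cells (adjusted p = 0.00736, and 0.0908 with an estimated correlation) than in naive cells after stimulation, and in the response of CD4 TCM cells (adjusted p = 0.0335, and 0.207 with an estimated correlation).

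Other lists of the 34 tested gave these results. Cytokine receptors were called higher at rest in CD4 TCM (adjusted p = 0.00682), CD4 TEM (adjusted p = 0.0151), CD8 TCM (adjusted p = 0.000152), CD8 TEM (adjusted p = 0.00914) and TEMRA (adjusted p = 0.0386, and 0.0782 with an estimated correlation), for 3, 5, 6, 9 and 7 of 27 members, with 0, 1, 1, 4 and 5 lower. Chemokine genes were called only between CD8 and CD4 TEM cells, for 2 of 10 members (adjusted p = 0.0471, and 0.448 with an estimated correlation). Hypoxia response genes were called only as a lower response of CD8 TCM cells (adjusted p = 0.0368, and 0.418 with an estimated correlation), with 1 of 21 members higher and 0 lower by limma. Dendritic cell genes were called lower in resting CD8 TCM (adjusted p = 0.0437, and 0.195 with an estimated correlation) and TEMRA (adjusted p = 0.0258, and 0.156 with an estimated correlation) and higher in the response of both (adjusted p = 0.048 and 0.0287, with an estimated correlation 0.235 and 0.202). The monocyte list was called in none of the 28 comparisons by camera (lowest adjusted p = 0.104).

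With the same cut-off values but another test and scale, 458 genes were called here for TCM and 868 for TEM against naive cells in either lineage. Both are lower than the values quoted from the study above. The study used DESeq2, whereas limma was used here on logged RPKM with a pseudocount. The pseudocount narrows fold changes of low genes, so the fold change cut-offs are not equivalent. By voom on the recovered reads, CD8 TCM alone gave 888 genes and CD8 TEM alone 2217, and both are higher than the study's values. These voom counts cover a single lineage, while the study's text gives its values without a split by lineage. What causes the differences from the study was not tested.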
